A study of Homo sapiens with 14 samples. Its data were reported in "METTL1 Promotes let-7 MicroRNA Processing via m7G Methylation" (2019).

How the data were processed

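Small RNA enriched for N7-methylguanosine (m7G), a guanine base that carries a methyl group, was sequenced in A549 cells, a human lung cancer cell line, after 2 kinds of pulldown. BoRed-seq reduces RNA with borohydride, which leaves a site without a base wherever an m7G stood. A biotin probe binds such sites and streptavidin beads pull the RNA down. m7G-RIP-seq pulls RNA down with an antibody against m7G. Both were followed by small RNA sequencing. BoRed-seq had 2 pulldown libraries from reduced RNA (Red) and 2 control libraries (Ctrl). By the study's protocol, control RNA received borohydride that acid had quenched and then the same acid and biotin probe steps. The protocol describes no separate route for it at the pulldown, so Ctrl is a mock-treated control and not plain input RNA. m7G-RIP-seq had 5 immunoprecipitate libraries (IP) and 5 libraries of the RNA before immunoprecipitation (Input). Each of the 14 libraries was assigned to its group and replicate from its sample label.

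The deposited values were raw counts of reads per mature miRNA, 1 table per assay, and the authors had made them as follows. Adaptors were trimmed with Trimmomatic, reads were aligned to the human genome (hg38) with STAR end to end with few mismatches allowed, and reads were counted over the mature miRNAs of miRBase with featureCounts. A read that fitted several loci was kept up to a limit on their number, so mature miRNAs made from several hairpins, and family members of almost the same sequence, share an uncertain part of their counts. The authors had neither normalized the counts nor pooled replicates. Each table held 2588 mature miRNAs, 0 entries that named no miRNA and 0 columns that matched no sample.

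Library totals, summed over all mature miRNAs, ran from 242085 to 277498 in Red, from 4678102 to 5874405 in Ctrl, from 2854811 to 6452759 in IP and from 7097379 to 14874685 in Input. A miRNA with a count of 0 could still make up a share of at most 0.00124% of the counts in the smallest library, which is what 3 counts would be there. Confidence intervals of shares are 95% Wilson intervals. The libraries had no molecular identifiers in these tables, so intervals and limits cover counting error alone. No replicate pair agreed within sampling noise: chi-square per degree of freedom between replicates of a group was 10.4 to 56.5 in BoRed-seq and 25.8 to 1382 in m7G-RIP-seq, so every library was counted as a replicate.

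Enrichment was tested with the test named in the methods of the study, the negative binomial Wald test of DESeq2 (1.42.0 in R 4.3.3). Red was set against Ctrl and IP against Input, each assay in a fit of its own, with no covariate. The methods of the study do not state whether its fits held a covariate. miRNAs with at least 10 counts in at least 2 libraries (BoRed-seq) or 5 libraries (m7G-RIP-seq) entered the fit, and size factors were medians of ratios over those miRNAs. Log2 enrichments are not shrunken, and p-values were adjusted by the Benjamini-Hochberg method. A miRNA is called enriched or depleted at an adjusted p under 0.05, and every adjusted p of an enrichment printed here is that of the DESeq2 Wald test unless another tool is named. DESeq2 gave no adjusted p to 53 of the 453 BoRed-seq miRNAs, which its independent filtering set aside, and those were left out of every comparison. Median-of-ratios scaling takes the typical miRNA as unchanged. A pulldown that raised or lowered most miRNAs together would therefore not be seen, and all enrichments are relative to the typical miRNA of their assay.

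The overlap of the enriched miRNAs was tested with a one-sided Fisher's exact test over miRNAs with an adjusted p in both assays. Correlations across miRNAs were tested with two-sided permutation tests of 100000 resamples, for which 1e-05 is the smallest p. The difference between the log2 enrichments of a miRNA in the 2 assays was tested with a two-sided z test on their standard errors, adjusted by the Benjamini-Hochberg method. A panel of 5 positive and 4 negative miRNAs, which the study measured by RIP-qPCR, was compared with a two-sided exact permutation test. Tests, samples, filters, lists and most alternatives were chosen before the data were examined. The miRNAs named are those chosen by this rule: per assay and direction, the 5 with the largest log2 enrichment among called miRNAs with a mean normalized count of at least 100 and no overlap between the libraries of the groups, the 5 with the largest mean enrichment among those enriched in both with a mean of at least 100 in each, the 5 with the largest z among those called in opposite directions, the let-7 family (9 members), the panel, and members of a list of 20 METTL1-dependent miRNAs only where not called. A fold against a group at or under 3 counts in every library is given as a lower bound.

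Both tests were first tested on simulated data with 200 miRNAs changed by a log2 of 2. In the BoRed-seq simulation of 453 miRNAs, DESeq2 recovered 50.5% of the changed miRNAs with 3 false calls. In the m7G-RIP-seq simulation of 670 miRNAs, it recovered 84.5% with 9 false calls. Smaller changes in BoRed-seq, with 2 libraries per group, would be missed more often.

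The first principal component of the m7G-RIP-seq libraries held 74.9% of the variance and parted IP from Input, and the second held 15.4% and parted replicates 1 to 3 from replicates 4 and 5 in both groups. This split was treated as a batch, and relations were recomputed within each set of replicates.

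The alternatives tried were edgeR 4.0.16 (the quasi-likelihood test and the likelihood ratio test, with TMM factors), TMM and total-count size factors in DESeq2, no count filter, a filter of 10 counts in every library, the replicate number as a block, no independent filtering, no Cook's distance filter, stricter thresholds, thinned counts, and each replicate left out in turn. Further alternatives were added after the data had been seen: a batch term, each batch alone, Ctrl counts thinned to the Red total, omission of miRNAs that share a stretch with other short RNAs, counts divided by their largest common divisor, a centred difference between the assays, and each hairpin counted once in the comparison of G shares.

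Positions of hairpins, host genes and sequences were taken from GENCODE release 44 on hg38 by miRNA symbol, with RefSeq gene names as a second source. Of the 2588 mature miRNAs, 2558 matched a GENCODE hairpin and 3 more a RefSeq one. The annotation used gives hairpins and no mature miRNAs, so the G content of mature sequences was not analysed here except for the let-7 family, and the hairpin or the side of it that holds the arm was used in its place. A miRNA was marked as sharing a stretch where its hairpin has 18 bases in a row in common with an rRNA, tRNA, snRNA, snoRNA or another annotated short RNA. This misses reads that matched with a mismatch. Permutation and exact tests were run in Python 3.11.15 with scipy 1.17.1.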

Results

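Mature miRNAs of A549 cells, a human lung cancer line, were counted in 14 small RNA libraries from 2 assays that enrich RNA carrying m7G. The BoRed-seq assay labels the sites that borohydride reduction leaves at m7G. It had 2 pulldown libraries from reduced RNA (Red) and 2 libraries from a mock-treated control with quenched borohydride (Ctrl). The m7G-RIP-seq assay, an immunoprecipitation with an antibody against m7G, had 5 immunoprecipitates (IP) and 5 Input libraries. Red libraries were the smallest, with 242085 and 277498 counts against 5874405 and 4678102 in Ctrl. IP libraries held 4953648 ± 1312581 counts and Input libraries 12032958 ± 3021478 (mean ± SD, n = 5 each). At least 1 count was found for 659.5 ± 65.8 miRNAs in Red (SD, n = 2), 936.5 ± 34.6 in Ctrl (SD, n = 2), 888.8 ± 102.5 in IP (SD, n = 5) and 1174 ± 110 in Input (SD, n = 5).

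A single miRNA, miR-21-5p, took a large part of the control counts. Its share was 79.7% ± 1.03 in Ctrl (SD, n = 2) and 26.8% ± 0.147 in Red (SD, n = 2). It was 42.3% ± 3.57 in Input (SD, n = 5) and 5.39% ± 0.774 in IP (SD, n = 5). In the smallest library, Red replicate 1, the share was 26.9% with a 95% Wilson interval of 26.7% to 27.1%, so the shares of the Red replicates agree within the counting error, while the spread in Ctrl, Input and IP exceeded it. Across the 426 miRNAs that passed the count filter of both assays, the mean log2 levels of Ctrl and Input correlated with Pearson's r of 0.907 and Spearman's rho of 0.860, although the libraries were prepared apart.

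**Figure D1:**
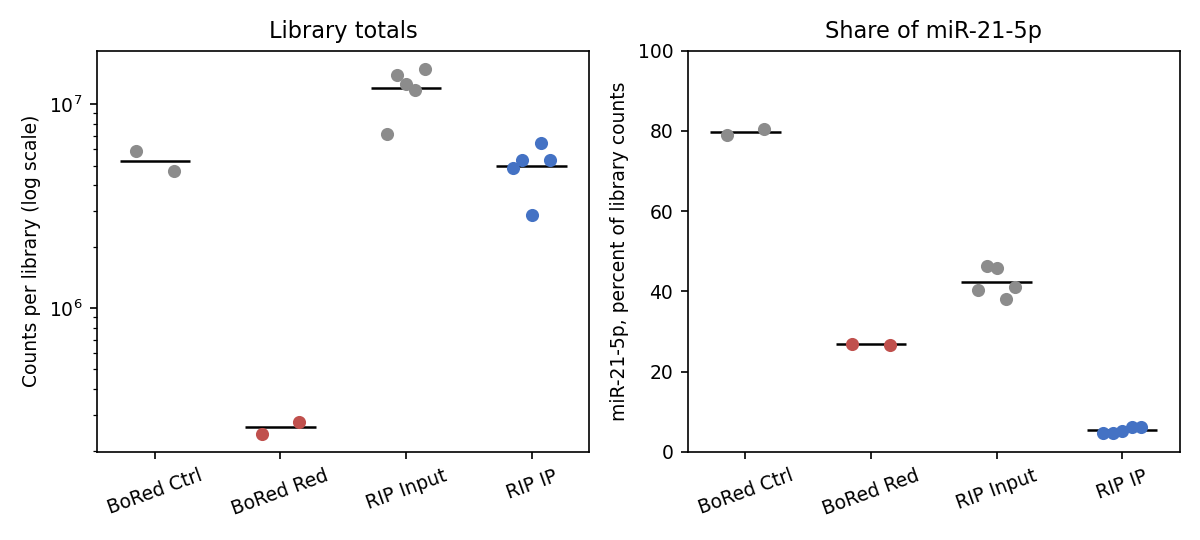
The left panel plots the total count of each library on a log scale, and the right panel plots the share of counts that miR-21-5p took in percent, with 1 point per library and a line at each group mean. Red libraries hold the fewest counts, and miR-21-5p falls from 79.7% to 26.8% of the counts in BoRed-seq and from 42.3% to 5.39% in m7G-RIP-seq.

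The first comparison asked which miRNAs the BoRed-seq chemistry enriches. Of 453 miRNAs past the count filter, 400 received an adjusted p, and DESeq2 called 129 enriched and 109 depleted in Red against Ctrl. The libraries of the groups did not overlap for 236 of these 238 miRNAs. Those were called on the same libraries, so the 33.3% that chance parts with 2 libraries against 2 is no yardstick for them. The depleted count ran from 46 with total-count factors to 174 with the likelihood ratio test of edgeR. Median-of-ratios factors gave a median log2 enrichment of −0.32, with 54.2% of the calls enriched. Total-count factors shifted the median by 1.08 to 0.76 and gave 175 enriched and 46 depleted miRNAs, 79.2% of the calls enriched. All 129 miRNAs called enriched with median-of-ratios factors were also enriched with total-count factors. TMM factors shifted the median by −0.19. The enriched count moved most with a filter of 10 counts in every library, which left 71 enriched and 71 depleted miRNAs.

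The largest BoRed-seq enrichments among well-covered miRNAs belonged to miR-1244, miR-3182, miR-7641, miR-4454 and miR-6087. For miR-1244 (MIR1244-1, chromosome 2, 231713314 to 231713398 on hg38, in an exon of PTMA, 1 of 4 hairpins), Ctrl held 0 counts and Red 273.0 ± 53.9 normalized counts (SD, n = 2). Its deposited counts were multiples of 4 in every library. With counts divided by 4, Red was at least 70.2-fold higher, and the mean of 34.1 normalized counts would lie below the 100 required for naming. miR-3182 (chromosome 16, 83508346 to 83508408, in an intron of CDH13) rose from 3.62 ± 2.77 to 1712 ± 67 normalized counts (SD, n = 2), a log2 enrichment of 8.96 ± 0.46 (SE) with an adjusted p of 4.44e-82. The value of miR-3182 ran from 8.15 without Ctrl replicate 1 to 9.97 without Ctrl replicate 2. miR-7641, which has no hairpin in the annotation used, had a log2 enrichment of 8.78 ± 0.51 (SE, adjusted p 1.17e-63), which ran from 7.97 to 9.78 in the same 2 fits. miR-4454 (chromosome 4, 163093574 to 163093628, intergenic), whose hairpin shares 18 bases with histidine tRNAs, was at least 263-fold higher in Red. miR-6087 rose from 77.7 ± 2.19 to 22298 ± 3184 normalized counts (SD, n = 2), with a log2 enrichment of 8.17 ± 0.28 (SE) and an adjusted p of 2.01e-186. It has no hairpin in the annotation either, so neither miR-6087 nor miR-7641 could be checked for stretches shared with other short RNAs.

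The largest BoRed-seq depletions were those of miR-582-3p, miR-31-3p, miR-30a-5p, miR-7974 and miR-29b-3p. miR-582-3p (chromosome 5, 59703606 to 59703703, in an intron of PDE4D) had a log2 enrichment of −4.52 ± 0.47 (SE, adjusted p 1.03e-20). miR-30a-5p (chromosome 6, 71403551 to 71403621, in an intron of LINC00472) fell from 24337 ± 1940 to 1738 ± 108 normalized counts (SD, n = 2), a log2 of −3.81 ± 0.27 (SE, adjusted p 3.05e-45). miR-31-3p (chromosome 9, 21512115 to 21512185, in an intron of MIR31HG) had −3.81 ± 0.69 (SE, adjusted p 1.32e-07), and its value moved to −4.60 without Ctrl replicate 1 and to −2.51 without Ctrl replicate 2. miR-7974 (chromosome 19, 11495544 to 11495622) had −3.65 ± 0.43 (SE, adjusted p 1.22e-16). miR-29b-3p (MIR29B1, chromosome 7, 130877459 to 130877539, 1 of 2 hairpins) had −3.62 ± 0.59 (SE, adjusted p 2.96e-09), which ran from −4.17 without Ctrl replicate 1 to −2.996 without Ctrl replicate 2.

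The next comparison asked the same of the antibody. In m7G-RIP-seq, all 670 miRNAs past the filter received an adjusted p, and DESeq2 called 183 enriched and 200 depleted in IP against Input. The libraries did not overlap between IP and Input for 279 of these 383 miRNAs. This set was also called on the same libraries, so the 0.794% that chance parts with 5 libraries against 5 is no yardstick. A filter of 10 counts in every library moved the depleted count most, to 116, with 128 enriched, and the enriched count fell furthest, to 122, with replicates 1 and 2 alone. The share of enriched calls was 47.8% with median-of-ratios factors and 58.6% with total-count factors (232 enriched and 164 depleted), which shifted the median log2 by 0.36 from 0.02. Replicates 1 to 3 alone gave 156 enriched and 201 depleted miRNAs, and replicates 4 and 5 alone gave 182 and 217. With a term for this batch the counts were 204 and 234. Of the 357 miRNAs called in replicates 1 to 3, 331 (92.7%) had the same direction in replicates 4 and 5, and of the 399 called in replicates 4 and 5, 364 (91.2%) had it in replicates 1 to 3. Both sets called 276 in one direction and 8 in opposite directions. The log2 enrichments of the sets correlated with r of 0.768 across miRNAs.

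miR-877-5p, miR-3177-3p, miR-1275, miR-193b-5p and miR-23b-5p had the largest m7G-RIP-seq enrichments. miR-877-5p (chromosome 6, 30584332 to 30584417, in an intron of ABCF1) rose from 415.1 ± 193.1 to 3943 ± 1126 normalized counts (SD, n = 5), a log2 of 3.25 ± 0.34 (SE, adjusted p 6.19e-20). miR-3177-3p (chromosome 16, 1734985 to 1735066, in an intron of MAPK8IP3) had 2.97 ± 0.30 (SE, adjusted p 1.74e-22). miR-1275 (chromosome 6, 33999972 to 34000051, intergenic) had 2.92 ± 0.45 (SE, adjusted p 7.29e-10). miR-193b-5p (chromosome 16, 14303967 to 14304049, in an intron of MIR193BHG) had 2.88 ± 0.20 (SE, adjusted p 6.24e-46). miR-23b-5p (chromosome 9, 95085208 to 95085304, in an intron of AOPEP) had 2.82 ± 0.20 (SE, adjusted p 1e-44). All 5 were also enriched in BoRed-seq, with log2 values of 2.66 for miR-877-5p, 3.16 for miR-3177-3p, 4.66 for miR-1275 (3.87 without Red replicate 1, 5.48 without Ctrl replicate 2), 3.52 for miR-193b-5p and 3.00 for miR-23b-5p. The BoRed-seq call of miR-3177-3p was lost (adjusted p 0.0821 by DESeq2) when Ctrl was thinned to the Red depth.

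The largest m7G-RIP-seq depletions were those of miR-381-3p, miR-30b-5p, miR-34a-5p, miR-21-3p and miR-582-3p. miR-381-3p (chromosome 14, 101045920 to 101045994, in an intron of MEG9) fell from 6943 ± 2130 to 214.9 ± 110.9 normalized counts (SD, n = 5), a log2 of −5.01 ± 0.36 (SE, adjusted p 1.12e-42). miR-30b-5p (chromosome 8, 134800520 to 134800607) had −4.94 ± 0.53 (SE, adjusted p 1.32e-19) and was at least 15.02-fold lower in BoRed-seq. miR-34a-5p (chromosome 1, 9151668 to 9151777, in an exon of MIR34AHG) had −4.76 ± 0.33 (SE, adjusted p 2.64e-45). miR-21-3p (chromosome 17, 59841266 to 59841337, in an exon of VMP1) had −4.52 ± 0.21 (SE, adjusted p 4.46e-104), and miR-582-3p had −4.50 ± 0.35 (SE, adjusted p 4.73e-37). All 5 were depleted in BoRed-seq as well. With total-count factors, the BoRed-seq calls of miR-381-3p (adjusted p 0.0782) and miR-34a-5p (adjusted p 0.470) were lost in DESeq2, and that of miR-34a-5p was also lost with Ctrl thinned to the Red depth (adjusted p 0.398).

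The study asked whether the assays pick the same miRNAs. Of 384 miRNAs tested in both, 70 were enriched in both assays where 29.3 would be if the calls were independent (odds ratio 13.6, one-sided Fisher's exact test p 5.67e-24). Another 46 were enriched in BoRed-seq alone, 27 in m7G-RIP-seq alone and 241 in neither, and 87 were depleted in both. The count of 70 ran from 44 with 10 counts required in every library to 99 with total-count factors. The odds ratio was lowest, 5.71, with no count filter. Within the m7G-RIP-seq batches, replicates 1 to 3 gave 71 miRNAs enriched in both assays (odds ratio 13.5) and replicates 4 and 5 gave 70 (odds ratio 6.98).

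Across these 384 miRNAs, the log2 enrichments of the assays correlated with Pearson's r of 0.603 and Spearman's rho of 0.638. Both have a permutation p of 1e-05, the smallest the permutations can give, and a Benjamini-Hochberg adjusted value of 3e-05 over the family of 6 correlations computed here and for abundance below. miRNAs are not independent replicates. The correlation was 0.559 with replicates 1 to 3 of m7G-RIP-seq and 0.546 with replicates 4 and 5. It was highest, 0.706, over the 149 miRNAs with a mean normalized count of at least 100 in both assays.

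**Figure D2:**
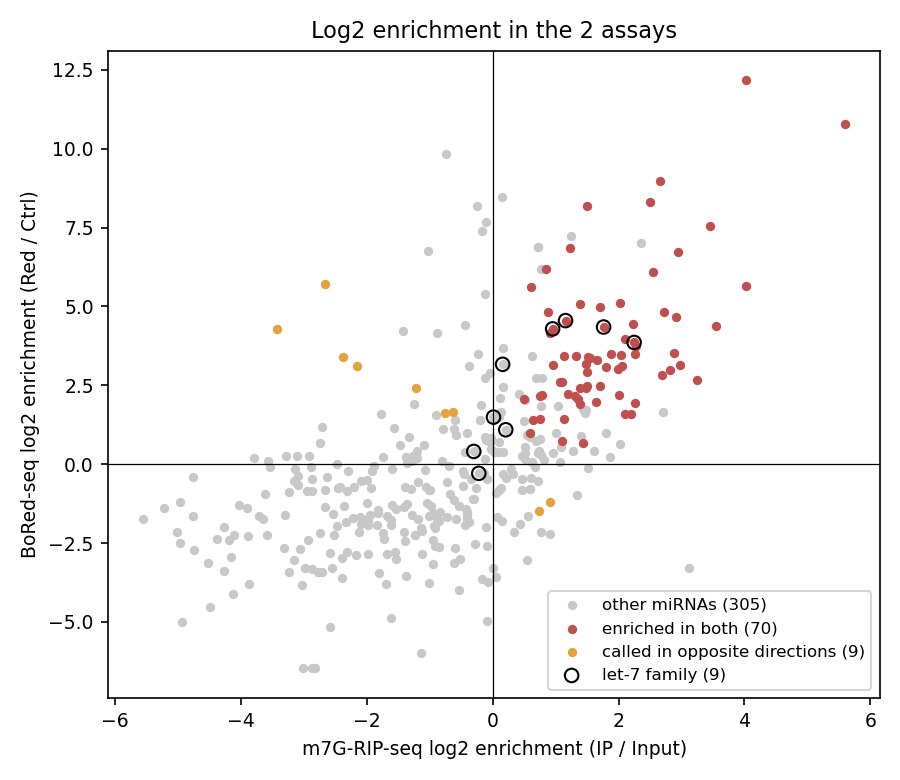
Each point is 1 of the 384 miRNAs tested in both assays, with log2 enrichment in m7G-RIP-seq (IP over Input) on the x axis and in BoRed-seq (Red over Ctrl) on the y axis. The 70 miRNAs enriched in both assays are red, the 9 called in opposite directions are orange, the others are grey, and circles mark the 9 let-7 family members.

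Among the miRNAs enriched in both assays with ample counts, miR-3182, miR-6087, miR-3648, miR-7704 and miR-382-5p had the largest mean enrichments. Their BoRed-seq log2 values were 8.96 for miR-3182, 8.17 for miR-6087, 6.08 for miR-3648, 6.19 for miR-7704 and 4.97 for miR-382-5p. In m7G-RIP-seq the log2 values were 2.65 ± 0.55 (SE) for miR-3182, 1.50 ± 0.31 for miR-6087, 2.55 ± 0.62 for miR-3648 (2.105 without IP replicate 5, 3.235 without Input replicate 4), 0.84 ± 0.15 for miR-7704 and 1.71 ± 0.56 for miR-382-5p. The hairpins of miR-3648 (MIR3648-1, chromosome 21, 8208473 to 8208652) and miR-7704 (chromosome 2, 176188843 to 176188901, in an exon of HOXD1) share 18 bases with rRNA, and the counts of miR-3648 were multiples of 2. miR-6087, without an annotated hairpin, was not checked for shared stretches. miR-382-5p lies at chromosome 14, 101054306 to 101054381, in an exon of MEG9. With replicates 1 and 2 of m7G-RIP-seq alone, the call of miR-7704 was lost (adjusted p 0.156 by DESeq2).

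The log2 enrichment of 146 of the 384 miRNAs (38.02%) differed between the assays by more than the standard errors allow (z test, Benjamini-Hochberg adjusted), with 113 higher in BoRed-seq and 33 higher in m7G-RIP-seq. The interaction term of a DESeq2 fit over all 14 libraries found 145, of which 117 were shared. With 10 counts required in every library, 80 differed. The assays called 9 miRNAs in opposite directions, 7 of them up in BoRed-seq and 2 up in m7G-RIP-seq. With total-count factors this count was 13, 4 of them among the 9. With a batch term it was 17, and with m7G-RIP-seq replicates 4 and 5 alone 21. Among the miRNAs called in opposite directions, the largest z was that of miR-4521 (chromosome 17, 8186945 to 8187004, intergenic), with a log2 of 3.10 ± 0.31 (SE) in BoRed-seq and −2.16 ± 0.29 in m7G-RIP-seq. miR-3651 (chromosome 9, 92292458 to 92292547, in an intron of IARS1), whose hairpin shares 18 bases with SNORA84, had 5.72 ± 0.55 and −2.66 ± 0.74 (SE), the latter from −3.38 without IP replicate 1 to −2.33 without IP replicate 2. miR-3607-3p had 3.40 ± 0.48 and −2.38 ± 0.73 (SE). miR-100-5p (chromosome 11, 122152229 to 122152308, in an intron of MIR100HG) went the other way, with −1.49 ± 0.29 and 0.74 ± 0.26 (SE). miR-1307-3p (chromosome 10, 103394253 to 103394401, in an exon of ATP5MK) had 1.66 ± 0.37 and −0.63 ± 0.18 (SE). With total-count factors, miR-100-5p was no longer called in BoRed-seq (adjusted p 0.283) nor miR-1307-3p in m7G-RIP-seq (adjusted p 0.172), both by DESeq2. The m7G-RIP-seq call of miR-3651 was lost with replicates 1 to 3 alone (adjusted p 0.125), and that of miR-100-5p with replicates 1 and 2 alone (adjusted p 0.303).

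The study also asked whether enrichment follows abundance. The main measure of abundance was the mean over pulldown and control libraries of the assay, so the counts that make the enrichment also enter it. Across 400 miRNAs, BoRed-seq log2 enrichment and mean log2 normalized count had r of −0.0922 (permutation p 0.0646, Benjamini-Hochberg adjusted 0.129) and rho of −0.0463 (permutation p 0.353, adjusted 0.424). Across 670 miRNAs, m7G-RIP-seq had r of −0.0121 (permutation p 0.755, adjusted 0.755) and rho of −0.0391 (permutation p 0.314, adjusted 0.424). Within its batches, r was 0.0143 for replicates 1 to 3 and 0.0353 for replicates 4 and 5. In BoRed-seq both the sign of r and its side of the threshold changed with the setting: r was 0.102 (permutation p 0.0300) with edgeR's quasi-likelihood test, −0.140 (permutation p 0.00554) with total-count factors and −0.300 (permutation p 4e-05) with 10 counts in every library. In m7G-RIP-seq, the last of these filters gave r of −0.120 (permutation p 0.0235). The measure of abundance changed this result as well. Against the controls of the same assay, which enter the enrichment itself, r was −0.514 in BoRed-seq and −0.271 in m7G-RIP-seq. Against the controls of the other assay, which share no library with the enrichment, r was −0.269 over 384 miRNAs (permutation p 2e-05) and −0.210 over 426 miRNAs (permutation p 1e-05). Only this measure is free of shared libraries, and it gave a relation below 0 in both assays. For m7G-RIP-seq it rests on Ctrl, a mock-treated control.

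The let-7 family, whose processing the study followed, has 9 members here, among them miR-98-5p. BoRed-seq called 7 of the 9 enriched and m7G-RIP-seq 4 of the 9, and the counts adjusted over the list alone were also 7 and 4. let-7a-5p (MIRLET7A1, chromosome 9, 94175957 to 94176036, 1 of 3 hairpins) rose from 11164 ± 2349 to 218108 ± 58813 normalized counts in BoRed-seq (SD, n = 2), a log2 of 4.29 ± 0.32 (SE, adjusted p 2.02e-40). In m7G-RIP-seq it rose from 386450 ± 45416 to 747830 ± 97710 (SD, n = 5), a log2 of 0.95 ± 0.15 (SE, adjusted p 3.64e-09). let-7e-5p (chromosome 19, 51692786 to 51692864, in an intron of SPACA6) had 3.86 ± 0.29 in BoRed-seq (SE, adjusted p 2.11e-38) and 2.25 ± 0.23 in m7G-RIP-seq (SE, adjusted p 1.49e-20). The log2 values of let-7b-5p (chromosome 22, 46113686 to 46113768) were 4.35 ± 0.29 and 1.76 ± 0.20 (SE). Those of let-7c-5p (chromosome 21, 16539828 to 16539911) were 4.55 ± 0.30 and 1.16 ± 0.15 (SE). All 4 of these members were called in both assays.

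The remaining members were called in BoRed-seq alone or in neither assay. let-7d-5p had 3.16 ± 0.35 in BoRed-seq and 0.16 ± 0.27 in m7G-RIP-seq (SE), a difference past the z test (adjusted p 1.57e-10). let-7f-5p had 1.49 ± 0.29 and 0.01 ± 0.33 (SE, z test adjusted p 0.00322), and miR-98-5p had 1.09 ± 0.34 and 0.21 ± 0.16 (SE, z test adjusted p 0.0499). let-7g-5p (0.40 ± 0.30 and −0.30 ± 0.29, SE) and let-7i-5p (−0.29 ± 0.28 and −0.22 ± 0.39, SE) were called in neither assay. The direction of let-7g-5p and let-7i-5p depended on the scaling: with total-count factors both were enriched in BoRed-seq, with log2 values of 1.50 and 0.80, which made 9 of 9 members enriched, and both lay above 0 in m7G-RIP-seq, with 0.05 and 0.15. These factors also made miR-98-5p enriched in m7G-RIP-seq (log2 0.53, adjusted p 0.00685 by DESeq2). With Ctrl thinned to the Red depth, let-7g-5p was enriched in BoRed-seq (log2 0.90, adjusted p 0.00465 by DESeq2). The m7G-RIP-seq batches also differed for these members. let-7f-5p was enriched in replicates 1 to 3 (log2 0.30, adjusted p 0.0364 by DESeq2) and depleted in replicates 4 and 5 (log2 −0.88, adjusted p 1.12e-12). let-7g-5p and let-7i-5p were depleted in replicates 4 and 5 alone (log2 −0.91 and −0.68) and not called in replicates 1 to 3 (−0.10 and −0.14), and the difference between the sets of replicates was not tested. With the batch term, let-7i-5p was depleted in m7G-RIP-seq (log2 −0.32, adjusted p 0.0361 by DESeq2). With no count filter, miR-98-5p was not called in BoRed-seq (adjusted p 0.175) and let-7i-5p was depleted (adjusted p 0.0155), both by DESeq2.

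**Figure D3:**
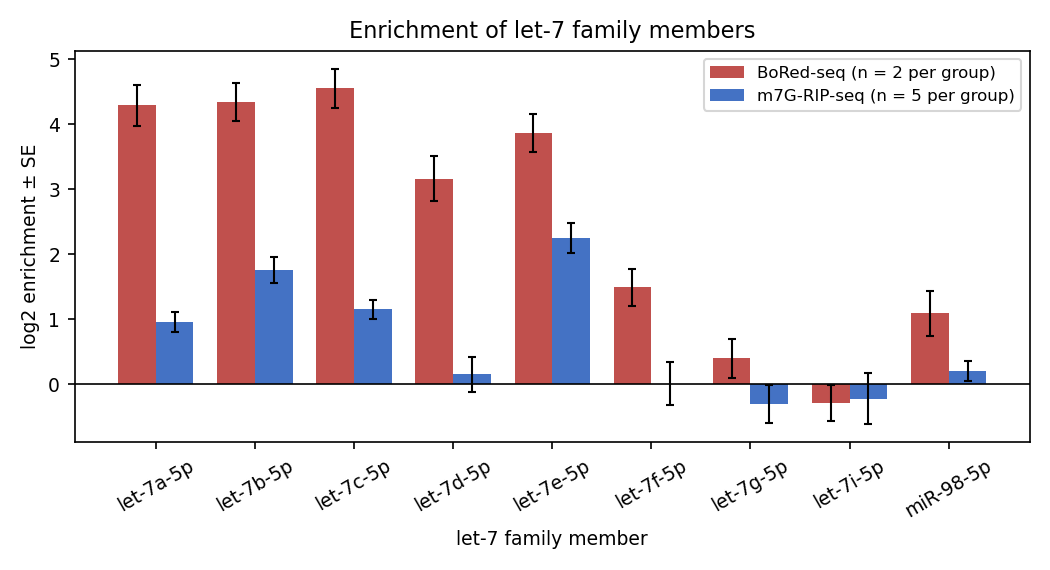
Bars give the log2 enrichment of each let-7 family member in BoRed-seq (red, n = 2 per group) and m7G-RIP-seq (blue, n = 5 per group) with median-of-ratios scaling, and error bars are standard errors. In BoRed-seq, let-7a, b, c, d and e lie between 3.16 and 4.55 and the other members between −0.29 and 1.49, where total-count factors put let-7i at 0.80.

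METTL1 is the methyltransferase that the study reported to place m7G in miRNAs. Of the 20 miRNAs that it listed as METTL1-dependent, 18 were tested in BoRed-seq and all 18 were enriched. The other members, miR-149-3p and miR-505-5p, were below the BoRed-seq count filter. In m7G-RIP-seq, 19 of 20 were enriched and miR-663a was not called (log2 1.24 ± 0.62, SE, adjusted p 0.0722 by DESeq2). The study's list gave miR-663a a false discovery rate under 0.05 in this assay, and its fit may have differed from the one here. With the replicate block, the adjusted p of miR-663a was 8.99e-04 by DESeq2. With the batch term miR-663a was enriched (log2 1.15, adjusted p 3.10e-04 by DESeq2), and this fit called 20 of 20 in m7G-RIP-seq and 18 in both assays. The call of miR-663a also appeared with total-count factors (adjusted p 0.0295) and in 3 of the 10 fits that left out a library (without Input replicate 4, IP replicate 2 or IP replicate 3, adjusted p 0.0209 to 0.0457), and over all its alternatives the adjusted p lay between 3.95e-05 and 0.271. The hairpin of miR-663a (chromosome 20, 26208186 to 26208278, in an exon of MIR663AHG) shares 18 bases with rRNA. Adjusted over the list alone, 18 and 20 were enriched. Both assays called 17. With no count filter, 20 of 20 were enriched in BoRed-seq, 18 of 20 in m7G-RIP-seq and 18 in both assays. The study listed miRNAs that it called enriched in these libraries and whose levels fell upon METTL1 knockdown. None of the counts of this paragraph, with either adjustment, is therefore independent evidence of enrichment. The libraries here hold no knockdown, so they do not test the dependence on METTL1.

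The panel that the study measured by RIP-qPCR was also chosen on these libraries. Its 5 positive miRNAs (miR-23b-5p, let-7e-5p, miR-125a-5p, miR-196a-5p and miR-375) exceeded the 4 negative ones (miR-27b-3p, miR-148a-3p, miR-101-3p and miR-381-3p) by a mean log2 of 4.74 in BoRed-seq and 5.44 in m7G-RIP-seq. The two-sided exact permutation p was 0.00794 in each assay, the smallest that the 126 splits allow. The difference was 5.25 with replicates 1 to 3 of m7G-RIP-seq and 5.58 with replicates 4 and 5. All 5 positive miRNAs were enriched in both assays. miR-125a-5p (chromosome 19, 51693254 to 51693339) was the weakest, with 1.41 ± 0.27 in BoRed-seq and 0.64 ± 0.28 in m7G-RIP-seq (SE, adjusted p 0.0372 by DESeq2). With the replicate block, its m7G-RIP-seq adjusted p was 0.00624 by DESeq2. Its m7G-RIP-seq call was lost in 7 of the 10 fits that left out a library (without Input replicate 1, 2, 3 or 5 or IP replicate 1, 4 or 5, adjusted p 0.0503 to 0.134) and with no count filter (adjusted p 0.0831), and over all its alternatives the adjusted p lay between 4.13e-06 and 0.134. Of the negative miRNAs, miR-148a-3p (chromosome 7, 25949919 to 25949986) was not called in BoRed-seq (log2 0.25 ± 0.33, SE, adjusted p 0.531) and was depleted in m7G-RIP-seq (−2.91 ± 0.34, SE, adjusted p 9.19e-17). With total-count factors it was enriched in BoRed-seq (log2 1.41, adjusted p 0.00125 by DESeq2). Without Red replicate 2 its BoRed-seq log2 was −0.21.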

Values the study reported

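In its list of 20 miRNAs that carry METTL1-dependent m7G, the study gave log2 enrichments in BoRed-Seq of 3.793 for let-7a-5p, 3.848 for let-7b-5p, 4.049 for let-7c-5p and 3.357 for let-7e-5p. In m7G-RIP-Seq the same members had log2 enrichments of 0.923, 1.756, 1.128 and 2.149. For miR-125a-5p it listed 0.921 in BoRed-Seq and 0.575 in m7G-RIP-Seq, and for miR-23b-5p 2.490 and 2.789. For miR-663a it listed 6.671 and 1.106. By its account, earlier work had tied 10 of these 20 miRNAs (50%) to inhibition of cell migration.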

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

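The tests of stretches shared with other short RNAs were defined in their present form only after values of this kind had been seen, as were the comparison of the correlation with other splits of the libraries, the counts with thinned Ctrl, and the look at calls of one set of m7G-RIP-seq replicates in the other set. The first form, a Fisher's exact test on the miRNAs called in opposite directions (2 of 8 sharing a stretch against 11 of 369), had p 0.0274.

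In m7G-RIP-seq, 3 libraries stood apart from the others of their group for a named miRNA, by the gap to the nearest library over the range of the group (Dixon's test, critical value 0.71 for 5 libraries). miR-193b-5p had 1192 normalized counts in Input replicate 5 against 1717 to 1885 in the other Input libraries. miR-29b-3p had 121.3 in IP replicate 1 against 0 to 33.0. let-7c-5p had 9436 in IP replicate 3 against 12019 to 12527. Among 92 groups tested, 3 such gaps (3.26%) compare with 4.6 expected by chance, and they fall in 3 different libraries. A chance origin accounts for their number, and no biological explanation was tested. The calls of miR-193b-5p and let-7c-5p held without each library in turn. That of miR-29b-3p held as well but was lost with replicates 1 to 3 alone (adjusted p 0.423 by DESeq2).

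The difference in log2 enrichment between the assays was past the z test for 146 of 384 miRNAs. Several technical sources were tested. After the differences were centred on their median of 0.62, which removes any common offset in scaling, 140 miRNAs (36.5%) still differed. Without miRNAs whose hairpin shares 18 bases with other short RNAs, 134 of 366 (36.6%) differed. With Ctrl thinned to the Red depth, 106 of 347 (30.5%) differed, 92 of them among the 142 of the set that could still be tested. Thinning also moved the median difference to 1.26, and once that was centred 80 (23.1%) differed. Depth may therefore account for part of the set, and the loss of counts to test with would lower the number as well. None of these accounts for the set as a whole. The chemistry of the pulldown, the control libraries and the library preparation differ together between the assays, so a difference in what each assay binds and a difference in preparation remain open as untested explanations.

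The miRNAs called in opposite directions stood out by their z values: 12.34 for miR-4521, 9.05 for miR-3651, 6.63 for miR-3607-3p, −5.74 for miR-100-5p and 5.51 for miR-1307-3p. With total-count factors, 13 miRNAs were called in opposite directions, of which 4 were among these 9, so the scaling of the libraries changes which miRNAs are in the set, and scaling and a true difference in sign cannot be told apart for it. The calls that were lost were not all near the threshold: the BoRed-seq log2 of miR-100-5p went from −1.49 (adjusted p 8.70e-07) to −0.40 (adjusted p 0.283, both by DESeq2). The difference between the assays itself was past the z test for 9 of 9 with total-count factors and for 9 of 9 after centring, so scaling leaves the difference in place and bears only on the sign. The m7G-RIP-seq batches gave no single answer. Of the 11 miRNAs called opposite to BoRed-seq with replicates 1 to 3 alone, 11 had the same m7G-RIP-seq sign in replicates 4 and 5, while of the 21 with replicates 4 and 5 alone, 12 (57.1%) had it in replicates 1 to 3 (two-sided exact binomial test p 0.664), so opposite calls that come from replicates 4 and 5 may rest on that batch. Of the 8 with a hairpin in the annotation, 25.0% share 18 bases with another short RNA, miR-3651 with SNORA84 among them. Fragments of other short RNAs may therefore explain members of the set. How many is not settled: miR-3607-3p has no annotated hairpin and was not checked. The check also covers only exact matches within the annotated extent of the other RNAs.

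Fragments of other short RNAs were also weighed for the enriched miRNAs in general. Among miRNAs with a known hairpin, 17 of 121 enriched in BoRed-seq (14.05%) share such a stretch against 1 of 270 others (two-sided Fisher's exact test p 1.27e-08). Reads of tRNA, rRNA or snoRNA fragments counted as miRNAs may therefore contribute to the BoRed-seq list, and by this measure they do not account for the 104 enriched miRNAs that share no stretch. In Red, miRNAs with such a stretch took 0.544% ± 0.0788 of the counts against 0.00714% ± 0.00130 in Ctrl (SD, n = 2). miRNAs without a hairpin in the annotation, miR-6087 and miR-7641 among them, were not checked and count as sharing no stretch. The shares given here may therefore be too low. In m7G-RIP-seq, 8 of 180 enriched miRNAs (4.44%) share a stretch against 12 of 482 others (two-sided Fisher's exact test p 0.205). miRNAs with such a stretch took 0.0372% ± 0.00600 of the counts in IP and 0.0246% ± 0.00345 in Input (SD, n = 5; two-sided exact permutation p 0.00794, the smallest of 252 splits). The fall of miR-21-5p raises the share of all other miRNAs in IP, and of the counts other than those of miR-21-5p the shares were 0.0394% ± 0.00637 in IP and 0.0425% ± 0.00456 in Input (SD, n = 5; exact permutation p 0.389). The same measure in BoRed-seq was 0.743% ± 0.106 in Red and 0.0353% ± 0.00822 in Ctrl (SD, n = 2; exact permutation p 0.333, the smallest of 6 splits). Whether fragments add to the m7G-RIP-seq list is left open. The overlap between the assays does not rest on the miRNAs with a known shared stretch. Without those, 67 were enriched in both (odds ratio 14.2, one-sided Fisher's exact test p 1.01e-23), though miRNAs that could not be checked may be among the 67.

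Other splits of the 10 m7G-RIP-seq libraries into 5 and 5 were fitted in the same way, 100 drawn of the 126 possible. As many calls as the real 383 came from 1 of the 100 splits, the real one, and the largest count from any other was 19 (median 0). As many miRNAs enriched in both assays as the real 70 came from 1 of the 100, and the largest other count was 7. The 3 splits that keep replicates 4 and 5 together made at most 15 calls. The correlation between the assays behaved otherwise: 8 of the 100 splits gave an r as far from 0 as the real 0.603, the largest being 0.645. The 7 other splits made at most 19 calls. Each of these splits has unequal numbers of IP libraries on its sides and may carry part of the contrast between IP and Input. Since r has no scale, the correlation alone does not set the real split apart. The counts of calls do, but every other split mixes IP and Input in each group, which widens the spread within groups. A difference between IP and Input would by itself leave such splits few calls, so the counts show that difference and nothing on its source. Batch was weighed too. IP and Input are balanced over the sets of replicates, so a difference in level between the sets makes no calls by itself, but calls could come from one set alone. Of the calls of replicates 4 and 5, 91.2% had the same direction in replicates 1 to 3, and of the calls of replicates 1 to 3, 92.7% had it in replicates 4 and 5, which argues against the batch as the source of the calls as a whole. The 8 miRNAs called in opposite directions by the sets are exceptions.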

How the results depend on the processing

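The batch, thinning, shared-stretch, divisor, centring and hairpin-count alternatives were chosen only after the data had been seen. Of 2121 values under alternatives, 386 concerned counts, overlaps, correlations, lists and the panel. Of these, 349 kept direction and threshold side (or stayed within 1.5 times a count), and 9 became stronger, 16 moved and 12 changed direction. Of 1735 for single miRNAs, 1625 stayed, 22 were weaker, 19 stronger, 50 moved and 19 changed direction. The 50 include miR-148a-3p in BoRed-seq, whose log2 also changed sign, to −0.21 without Red replicate 2.

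The odds ratio of the overlap (5.71 to 18.3) kept direction and threshold side under every alternative run for it. The correlation between the assays (0.546 to 0.706) and the panel (4.25 to 5.58) kept their direction. Their p was the smallest that the permutations can give in every fit with a test, so it says nothing about stability, and the 4 fits that each left out a BoRed-seq library gave no p. The list counts stayed within 1.5 times: 6 to 9 let-7 members in BoRed-seq, 3 to 5 in m7G-RIP-seq, and 12 to 18 METTL1-dependent miRNAs in both.

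With 10 counts required in every library, fewer miRNAs were tested, and BoRed-seq gave 71 enriched and 71 depleted miRNAs, m7G-RIP-seq 116 depleted, 44 were enriched in both and 80 differed between the assays. BoRed-seq depletion was the least stable count: 167 with edgeR's quasi-likelihood test and 174 with its likelihood ratio test, 46 with total-count factors and 55 with Ctrl thinned to the Red depth. The 167 include all 109 of DESeq2, and the 46 and 55 are among the 109. The total-count shift of 1.08 in the median log2 moves depleted miRNAs toward 0. Thinning removes Ctrl counts and also shifted the log2 of the filtered miRNAs by a median of 0.53, so depth and scaling are not told apart there. The count of opposite calls was 15 with the replicate block, 17 with the batch term and 21 with replicates 4 and 5 alone. The cause was not tested.

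The correlation with abundance changed most. In BoRed-seq it was 0.102 with both edgeR tests, 0.0418 with TMM factors, 0.0426 with no filter, 0.0420 without independent filtering and 0.0246 with divided counts. The edgeR values were past the threshold (permutation p 0.0300 and 0.0299). Past it on the other side of 0 were −0.140 with total-count factors, −0.300 with 10 counts in every library, −0.153 with the replicate block, −0.134 with thinned Ctrl (permutation p 0.0114), −0.514 against its own controls and −0.269 against those of the other assay. Across the 4 fits that each left out a replicate it ran from −0.117 to −0.0430. In m7G-RIP-seq it was −0.120 with 10 counts in every library, 0.0632 with the replicate block, 0.0272 with replicates 1 and 2, 0.0138 with the batch term, 0.0143 with replicates 1 to 3, 0.0353 with replicates 4 and 5, −0.271 against its own controls and −0.210 against those of the other assay, and from −0.0195 to 0.00906 with a replicate left out. Abundance from the controls of the same assay is pulled below 0 by construction, since those counts are the denominator of the enrichment. The mean over all libraries of an assay holds both its numerator and its denominator. For the other changes the cause was not tested.

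Changes of direction for single miRNAs lay mostly near 0. In BoRed-seq, let-7g-5p had −0.074 and miR-148a-3p −0.24 with no filter, and let-7i-5p 0.80 with total-count factors and 0.25 with thinned Ctrl. The BoRed-seq value of miR-148a-3p also ran from −0.21 without Red replicate 2 to 0.68 without Red replicate 1. In m7G-RIP-seq, total-count factors gave 0.19 for miR-7974, 0.051 for let-7g-5p and 0.15 for let-7i-5p, and replicates 4 and 5 gave 0.25 for miR-7974, −0.14 for let-7d-5p and −0.88 for let-7f-5p. let-7f-5p had −0.021 with no filter, −0.13 with the replicate block and −0.13 with the batch term. With a replicate left out, let-7d-5p ran from −0.024 to 0.29 and let-7f-5p from −0.17 to 0.19. The batch term made let-7i-5p depleted (log2 −0.32, adjusted p 0.0361 by DESeq2). The cause was not tested.

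The replicate block gave 192 enriched and 237 depleted miRNAs in m7G-RIP-seq. It made miR-663a enriched (log2 1.07, adjusted p 8.99e-04 by DESeq2) and changed no other call of a named miRNA in either assay. The numbers were checked for pairing by the deviations of libraries from their group means. Over 330 miRNAs, those of IP and Input libraries with the same number correlated with r of 0.35, 0.44, 0.32, 0.51 and 0.58 for replicates 1 to 5. Libraries with different numbers from the same set of replicates (1 to 3, or 4 and 5) reached r of 0.20 to 0.58, and with deviations taken from the mean of each set the same-numbered ones had −0.082 to 0.071. The numbers therefore show the batch, and no pairing beyond it was seen. In BoRed-seq the protocol of the study makes a reduced and a control reaction from each sample, but the labels do not tie a number to a sample. Red and Ctrl libraries with the same number had r of 0.335 over 162 miRNAs, which 2 pairs are too few to settle, and the block gave 119 enriched and 98 depleted miRNAs.

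Alternatives chosen beforehand on the G content of mature miRNAs were not run, since the annotation used gives hairpins alone.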

Other observations

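The tests on positions and numbers of G in let-7 members, on reads shared between members, on C in the arms, on common divisors, on hairpins counted once and on 2 of the 3 measures of abundance in the arms were chosen only after the values they concern had been seen. The other tests of this part were chosen before.

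miRNAs enriched in both assays had G-richer hairpins. With each hairpin counted once, the G share was 29.9% ± 5.49 in 64 hairpins with an arm in this set and 27.2% ± 5.95 in 230 hairpins of other miRNAs tested in both (mean ± SD, permutation p 0.00122, Benjamini-Hochberg adjusted 0.00366 over 6 tests). In 13 of the 64, the other arm was tested and lay outside the set, and without these the difference was 2.98 percentage points (permutation p 9.70e-04, adjusted 0.00366). The C share was higher by 1.65 percentage points over all hairpins (permutation p 0.0796, adjusted 0.0796) and by 2.19 without the 13 (permutation p 0.0365, adjusted 0.0438), so at the level of hairpins G and GC content in general cannot be told apart. The side of the hairpin that holds the arm was known for only 44 of the 70 miRNAs of the set. Those 44 were compared with 270 other miRNAs. The G share of the arm's side was higher by 8.5 percentage points (permutation p 1e-05, adjusted 3.50e-05 over 7 tests). The difference in C share was −1.30 points (permutation p 0.398). The other members of the set could not be compared, so for the set as a whole arms do not decide between G and GC content.

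A comparison between the arms of one hairpin holds the gene and its transcription fixed. Over 85 hairpins with both arms tested in BoRed-seq, the difference in log2 enrichment followed the difference in G share between the arms' sides, with Pearson's r of 0.476 (permutation p 3e-05) and rho of 0.424 (permutation p 1.10e-04). Over 152 hairpins in m7G-RIP-seq, r was 0.422 (permutation p 1e-05) and rho 0.417 (permutation p 1e-05). The G-richer arm was the more enriched one in 49 of 81 hairpins and in 95 of 145. The correlation with the difference in C share was below 0, with r of −0.303 and −0.270, which argues against GC content, although G and C shares of a side constrain each other. Abundance was held fixed by 3 measures. With the mean log2 level of all libraries of the assay, the correlation with G was 0.475 in BoRed-seq and 0.414 in m7G-RIP-seq, with the level in its own controls 0.507 and 0.423, and with the level in the controls of the other assay 0.483 over 83 hairpins and 0.380 over 96, where it was 0.481 and 0.365 before. The difference in abundance had r of −0.0037 to 0.211 with the difference in G share, so a linear relation with abundance, by these measures, does not carry the correlation. Arms are approximated by the 5′ and 3′ sides of the hairpin. A candidate explanation is that RNAs with more G offer more sites for m7G, or more sites for side reactions and cross-binding that both pulldowns share; the libraries do not part these.

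The G share of the arm's side does not by itself carry the correlation between the assays. Over 314 miRNAs with a known arm, 81.8% of the 384 tested in both, the log2 enrichments correlated with r of 0.610, and with 0.553 once the G share of the arm's side was held fixed. A share taken over the side of a hairpin measures the mature miRNA only in part, so a larger role of G is not excluded.

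The let-7 family gives a finer view, since its members differ by few bases. In DNA letters, let-7a-5p reads TGAGGTAGTAGGTTGTATAGTT, taken from its hairpins, and positions are counted from 1 at the 5′ end. The 5 members with G at both positions 11 and 12 (let-7a, b, c, d and e) had BoRed-seq log2 enrichments from 3.16 to 4.55, and the other 4 from −0.29 to 1.49 (difference 3.37, two-sided exact permutation p 0.00794, the smallest of 126 splits). In m7G-RIP-seq the ranges were 0.16 to 2.25 and −0.30 to 0.21 (difference 1.33, exact permutation p 0.0238). With total-count factors the differences were 3.36 and 1.32, and all 4 members without the pair then lay above 0 in both assays. These positions were picked out of 22 after the values were known, and the p-values take no account of that choice. The study mapped m7G in let-7e-5p to position 11 by mass spectrometry and reported that efficient methylation in vitro needed this G. G at position 11 alone did not part the members in BoRed-seq. let-7g-5p (0.40) and let-7i-5p (−0.29) have it and lay below miR-98-5p (1.09), which has A there, while let-7f-5p (1.49) has it and lay above. The number of G in the mature miRNA goes with the same contrast (exact permutation p 0.0254 in BoRed-seq, r 0.730), so a G pair at this place and the number of G are both open. let-7i-5p tells them apart: it has 8 G, as let-7a-5p and let-7d-5p do, but not the pair, and its BoRed-seq log2 of −0.29 lay below those of let-7a-5p (4.29) and let-7d-5p (3.16) and of the 3 members with 7 G (0.40 to 1.49). This 1 member goes against the number of G and does not exclude it, since let-7i-5p also differs at other positions. Abundance in Ctrl had no detectable relation over the 9 members (r −0.455, exact permutation p 0.210), too few to exclude one.

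Single-base neighbours bear on it. let-7a-5p and let-7f-5p differ by G12A, with let-7a-5p first, and the BoRed-seq log2 of let-7a-5p was higher by 2.80 ± 0.43 (SE, z test p 5.72e-11, Benjamini-Hochberg adjusted 4.58e-10 over 8 tests by the DESeq2 standard errors). In m7G-RIP-seq the difference was 0.94 ± 0.36 (SE, adjusted 0.0258). Reads shared between these members would draw their values together, so sharing does not account for the gap, though it may shrink it. Other neighbours were closer in BoRed-seq: −0.26 ± 0.44 for A19G between let-7a-5p and let-7c-5p, 0.43 ± 0.43 for T9G between let-7a-5p and let-7e-5p, and −0.20 ± 0.42 for G17A between let-7b-5p and let-7c-5p. In m7G-RIP-seq, let-7a-5p lay below let-7e-5p, with a difference of −1.30 ± 0.28 for T9G (SE, z test adjusted p 1.58e-05 from DESeq2 standard errors). let-7b-5p lay above let-7c-5p by 0.61 ± 0.25 for G17A (SE, adjusted p 0.0288), and A19G gave −0.20 ± 0.21 (SE, adjusted p 0.452). In m7G-RIP-seq G12A therefore does not stand apart from the other single-base neighbours.

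Outside the family, runs of G had a weaker relation. Over 307 miRNAs, the number of GG steps in the arm's side correlated with BoRed-seq log2 enrichment with a partial r of 0.199 once the G share was held fixed (permutation p 6.50e-04), and the G share itself had r of 0.296 (permutation p 1e-05). The data are consistent with a small part for adjacent G in BoRed-seq, as a hypothesis found and tested on the same libraries.

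The counts of some miRNAs were whole multiples of a number above 1 in every library. Of 1122 miRNAs with a hairpin and counts in at least 5 libraries, 33 had such a common divisor. More than 1 hairpin was annotated for 30 of the 33, against 46 of the 1089 others (two-sided Fisher's exact test p 7.72e-35), and in 28 of the 33 the divisor equalled the number of hairpins. A likely source is that a read from a repeated hairpin was counted once at each copy. Levels of these miRNAs are then too high by that factor in all libraries alike, and their precision is overstated. Of the 33, 9 were enriched in BoRed-seq and 10 in m7G-RIP-seq. With counts divided by the divisor, 67 miRNAs were enriched in both assays.

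The BoRed-seq log2 enrichment of miR-125a-5p was 1.41 here, and 0.92 with no count filter. The first is higher than the value quoted from the study above. The BoRed-seq log2 enrichments of let-7a-5p, let-7b-5p, let-7c-5p, let-7e-5p, miR-23b-5p and miR-663a were also higher here than those quoted. With no count filter, the BoRed-seq log2 fell by 0.47 to 0.49 over the 18 members of the list of METTL1-dependent miRNAs tested in BoRed-seq, and the median difference over all miRNAs past the filter was 0.49, so the filter moves these values by nearly one offset. With no filter, let-7a-5p had 3.81, let-7b-5p 3.86, let-7c-5p 4.07, let-7e-5p 3.37, miR-23b-5p 2.52 and miR-663a 6.75.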
